# Decreased *Npas4* and *Arc* mRNA Levels in the Hippocampus of Aged Memory‐Impaired Wild‐Type But Not Memory Preserved 11β‐HSD1 Deficient Mice

**DOI:** 10.1111/jne.12339

**Published:** 2016-01-17

**Authors:** J. Qiu, D. R. Dunbar, J. Noble, C. Cairns, R. Carter, V. Kelly, K. E. Chapman, J. R. Seckl, J. L. W. Yau

**Keywords:** corticosterone, Y‐maze, spatial memory, microarray, glucocorticoids

## Abstract

Mice deficient in the glucocorticoid‐regenerating enzyme 11β‐HSD1 resist age‐related spatial memory impairment. To investigate the mechanisms and pathways involved, we used microarrays to identify differentially expressed hippocampal genes that associate with cognitive ageing and 11β‐HSD1. Aged wild‐type mice were separated into memory‐impaired and unimpaired relative to young controls according to their performance in the Y‐maze. All individual aged 11β‐HSD1‐deficient mice showed intact spatial memory. The majority of differentially expressed hippocampal genes were increased with ageing (e.g. immune/inflammatory response genes) with no genotype differences. However, the neuronal‐specific transcription factor, *Npas4*, and immediate early gene, *Arc*, were reduced (relative to young) in the hippocampus of memory‐impaired but not unimpaired aged wild‐type or aged 11β‐HSD1‐deficient mice. A quantitative reverse transcriptase‐polymerase chain reaction and *in situ* hybridisation confirmed reduced *Npas4* and *Arc* mRNA expression in memory‐impaired aged wild‐type mice. These findings suggest that 11β‐HSD1 may contribute to the decline in *Npas4* and *Arc* mRNA levels associated with memory impairment during ageing, and that decreased activity of synaptic plasticity pathways involving Npas4 and Arc may, in part, underlie the memory deficits seen in cognitively‐impaired aged wild‐type mice.

Cognitive decline is a prominent feature of normal ageing in humans and rodents. However, large inter‐individual differences exist ranging from little change to mild or severe impairments 1, 2. Glucocorticoids (GCs; largely cortisol in humans, corticosterone in rats and mice), released from the adrenal cortex after stress or diurnal activation of the hypothalamic‐pituitary‐adrenal axis, are implicated in age‐related cognitive impairment. Although short‐term elevated GC levels are generally considered adaptive, prolonged exposure can detrimentally affect brain structure and function, particularly in the hippocampus where they decrease neurogenesis, cause dendritic atrophy and impair memory 3, 4. Hippocampus‐dependent memory impairments are associated with elevated circulating GC levels during ageing in humans and rodents 5, 6, 7.

GCs modulate episodic and working memory processes primarily via activation of two nuclear receptors: the high affinity mineralocorticoid receptors (MR) and low affinity glucocorticoid receptors (GR). Both are ligand‐activated transcription factors and are highly expressed in the hippocampus 8. Before accessing receptors, GCs may be subject to intracellular metabolism. The hippocampus highly expresses 11β‐hydroxysteroid dehydrogenase type 1 (11β‐HSD1), which contributes to intracellular GC levels by catalysing the regeneration of cortisol and corticosterone from inert 11keto forms (cortisone, 11‐dehydrocorticosterone) 9, 10. Our recent studies support a pivotal role for 11β‐HSD1 generated GCs in age‐related cognitive decline 11. Aged 11β‐HSD1 deficient mice show preserved hippocampus‐dependent learning and memory throughout life, resisting age‐related spatial memory deficits observed in wild‐type mice, as shown in both water maze and Y‐maze tasks 12, 13. Conversely, transgenic mice with forebrain specific overexpression of 11β‐HSD1 show accelerated cognitive ageing 14. Short‐term selective inhibition of 11β‐HSD1 reverses spatial memory deficits in aged C57BL/6J mice 15, 16. Improved cognition in aged mice with 11β‐HSD1 deficiency or inhibition associates with reduced intrahippocampal corticosterone (CORT) levels during learning 17, a switch from predominant activation of ‘anti‐cognitive’ GRs to predominant ‘pro‐cognitive’ MRs 18 and enhanced hippocampal long‐term potentiation 13. The downstream genes/pathways beyond receptor activation that underlie age‐related memory deficits associated with 11β‐HSD1 activity are unknown.

Acquisition of long‐term memory requires gene transcription and protein synthesis 19. Gene expression microarrays have identified genes and pathways in rodent hippocampus that associate with cognitive ageing 20, 21, 22, 23. These include down‐regulated immediate early gene (e.g. *Arc*,* Egr‐1*,* Vgf*) and insulin signalling pathways (e.g. *Insr*,* Ide*,* Stat5b*) and up‐regulated general oxidoreductase activity genes (e.g. *Acads*,* Aldh9a1*) selectively in aged cognitively impaired animals 22. To dissect the pathways underlying cognitive protection with 11β‐HSD1 deficiency, the Y‐maze was used to define cognitive function in aged wild‐type and 11β‐HSD1‐deficient mice (relative to young controls) prior to microarray analysis of hippocampal gene transcript profiles. Aged wild‐type mice were further separated into memory impaired and unimpaired groups with the aim of identifying differentially expressed hippocampal genes that associate with cognitive ageing.

## Materials and methods

### Animals

Male mice homozygous for targeted disruption of the *Hsd11b1* gene (*Hsd11b1* ^*−/−*^), congenic on the C57BL/6J genetic background 24, 25, and age‐matched C57BL/6J mice as wild‐type (*Hsd11b1* ^*+/+*^) controls were bred and maintained within our biomedical research facility housed under standard conditions under a 12 : 12 h light/dark cycle (lights on 07.00 h), with food and water *ad lib*. until behavioural testing in the Y‐maze at either 6 months (young) or 24 months (aged). All animal procedures were performed in accordance with the local ethical guidelines of the University of Edinburgh Ethics Committee and those of the UK Animals (Scientific Procedures) Act, 1986.

### Y‐maze

Young (6 months) and aged (24 months) wild‐type and *Hsd11b1* ^*−/−*^ mice were tested in a two trial Y‐maze task previously validated as hippocampus‐dependent 18, 26 for assessment of their spatial memory. All behavioural testing was carried out in the morning (between 08.00 and 11.00 h) in a dimly lit room. Each mouse was placed at the end of one of the three arms of the maze designated the ‘start arm’ and allowed to explore the maze with one arm blocked (novel arm) for 5 min (trial 1) before returning to their home cage. Fixed spatial cues (various objects such as glass bottle, pipette rack, plastic breaker, etc.) surrounded the maze. After an inter‐trial interval (ITI) (either 1 min or 2 h), the mouse was placed back in the maze start arm and allowed to explore all three arms (trial 2) for 5 min 18. The maze was wiped clean with 70% ethanol in between animals to remove olfactory cues. All mice (young, n = 9/genotype; aged wild‐type, n = 13; aged *Hsd11b1* ^*−/−*^ mice, n = 8) were tested first with the 1‐min ITI to ensure they responded to novelty, had no motor deficits and could see the spatial cues around the maze. Spatial memory was tested with the 2‐h ITI, 1 week later. The time spent in each of the arms was calculated with the ANY‐maze software (Stoelting, Dublin, Ireland). Aged mice failing to spend significantly more time in the novel arm compared to the previously visited arms were classed as cognitively impaired, whereas mice showing a preference for the novel arm similar to young controls were cognitively unimpaired. Aged cognitively impaired (AI) and unimpaired (AU) wild‐type mice were randomly selected from the groups for the microarray study (n = 4 per group).

Animals were culled by cervical dislocation between 08.00 and 10.00 h, 3 days after the end of Y‐maze testing. Brains were removed, dissected and the hippocampus was snap frozen in RNase free eppendorf tubes on dry ice and stored at −80 °C. For *in situ* hybridisation studies, brains were frozen on powdered dry ice and stored at −80 °C.

### RNA extraction and processing

Total RNA was extracted from hippocampal tissues of young wild‐type (WT_Y), young *Hsd11b1* ^*−/−*^(KO_Y), aged unimpaired wild‐type (WT_AU), aged impaired wild‐type (WT_AI) and aged *Hsd11b1* ^*−/−*^ (KO_A) mice using TRIzol reagent (Invitrogen, Paisley, UK) and RNeasy Mini Kit (Qiagen, West Sussex, UK). The concentration and purity of each RNA sample was assessed using a GeneQuant RNA/DNA calculator (GE Healthcare, Little Chalfont, UK). Hippocampal RNA samples were processed through standard Affymetrix protocols, and hybridised to Affymetrix Mouse Genome 430 2.0 GeneChips (n = 4 per group; Affymetrix, Santa Clara, CA, USA). CEL files for all 20 chips were imported into the Affy package of bioconductor, and were processed (background subtraction and normalisation) with the robust multichip average algorithm. Chip data quality control was performed by: (i) visual inspection of the chip images (not shown) that showed no obvious abnormalities and (ii) histogram of raw intensities from all chips that showed no clear outliers and had the usual distribution. Quality control indicated that the data were technically good. Expression levels for each chip and fold changes between genotype for each tissue were calculated. Genes with no or very low expression (i.e. expressed below a normalised expression value of 100 in all, or all but one, of the samples) were excluded. Data were exported in text format and imported into a mysql database (https://www.mysql.com). Annotation data for the genes were obtained from netaffx (Affymetrix). A web accessible front‐end query tool was built that allows query of the data by expression data (normalised expression, fold‐changes, P‐values) and by sequence annotation (gene title and symbol, Entrez gene ID, Affymetrix ID and Gene Ontology data). Microarray data are available in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) with accession number GSE68515. Microarray processing was carried out by ARK‐Genomics (Roslin Institute, Edinburgh UK).

### Real‐time quantitative reverse transcriptase‐polymerase chain reaction (RT‐PCR)

Total RNA (1.5 μg) from hippocampal samples from the experimental groups (WT_Y, KO_Y, WT_AU, WT_AI and KO_A) (n = 5–8 per group including overlap with animals used in microarray) was reverse transcribed into cDNA with oligo(dT) primers using the QuantiTect Reverse Transcription Kit (Qiagen) in accordance with the manufacturer's instructions. Gene‐specific mRNA levels were determined in cDNA samples incubated in triplicate with gene‐specific primers and fluorescent probes (using pre‐designed assays from Applied Biosytems, Warrington, UK) in a 1 × Roche LightCyclerR 480 Probes mastermix (Roche, Basel, Switzerland). PCR cycling and detection of fluorescent signal were carried out using a Roche LightCyclerR 480 (Roche). A standard curve was constructed for each primer probe set using a serial dilution of cDNA pooled from all samples. The primers (Invitrogen) were designed for use with intron‐spanning probes from the Roche Universal Probe Library. Software provided with the LightcyclerR 480 was used to analyse the data produced after RT‐PCR. All results were corrected by normalisation to the expression level of the reference (housekeeping) gene *Gapdh*, which did not differ between groups and expressed arbitrarily as an adjusted ratio.

### *In situ* hybridisation

PCR products corresponding to nucleotides 1859–2349 of the mouse *Arc* cDNA and 1055–1607 of the mouse *Npas4* cDNA were generated from control C57BL/6J mouse hippocampus cDNA and subcloned into the pGEM‐T Easy vector (Promega, Madison, WI, USA). ^35^S‐UTP (Perkin Elmer, Waltham, MA, USA) labelled sense and antisense cRNA probes were generated using restriction enzyme‐linearised plasmid as template for *in vitro* transcription using either T7 or SP6 RNA polymerase as appropriate. Cryostat coronal brain sections at the level of the dorsal hippocampus from young and aged WT_AI (WT_AU were omitted as a result of the small sample size) and *Hsd11b1* ^*−/−*^ (KO) mice (n = 6–9 per group, including overlap with animals used in microarray) were post‐fixed in 4% paraformaldehyde, acetylated (0.25% acetic anhydride in 0.1m triethanolamine, pH 8.0), washed in phosphate‐buffered saline, dehydrated in graded ethanol and air‐dried. Sections were hybridised with probe overnight at 50 °C, followed by RNaseA treatment and standard saline citrate buffer washes. Slides were dehydrated in graded ethanol and air‐dried before exposure to Biomax MR‐1 film (Amersham, Little Chalfont, UK) for 5–8 days at room temperature. The slides were then dipped in NTB‐2 emulsion (Eastman Kodak Co, Rochester, NY, USA) and exposed for 3 weeks at 4 °C before developing and counterstaining with 1% pyronine. The hybridisation signal was assessed by computer‐assisted grain counting using ks300 image analysis software (Carl Zeiss, Oberkochen, Germany). Silver grains were counted within a fixed circular area under bright‐field illumination using the × 40 magnification objective, over individual cells by an investigator who was blinded to age and genotype. For each animal, 15–18 cells per subregion of hippocampus or cortical layer were assessed and background, counted over areas of white matter, was subtracted. The labelled RNA probes (antisense and sense) were first hybridised onto control brain sections from adult mice to test their specificity at the autoradiographic level. No binding was detected with labelled sense probes of Npas4 and Arc (data not shown).

### Statistical analysis

Statistical analysis of the microarray gene expression data was carried using limma r/bioconductor 27 yielding multiple testing corrected P‐values for each comparison of interest. A nonparametric statistical test (rank products; RP) was also used. The RP approach has been shown to be reliable for identifying biologically relevant expression differences, even with highly noisy data 28, 29. Genes were considered differentially expressed between groups when rank product P < 0.05. The Y‐maze (2‐h ITI time spent in novel arm) and *in situ* gene expression data across the groups were analysed using two‐way anova with age and genotype as the independent variables followed by Tukey's multiple comparison's test as appropriate for between group comparisons. Comparisons of time spent in the arms of the Y‐maze within each group were analysed by Student's paired t‐tests. The quantitative RT‐PCR data with the aged impaired and unimpaired wild‐type mice as separate groups were analysed by one‐way anova with Tukey's multiple comparison's test as appropriate for between group comparisons. Data are reported as the mean ± SEM.

## Results

### Spatial memory status of aged wild‐type and 11β‐HSD1‐deficient mice in the Y‐maze

All young and aged wild‐type and *Hsd11b1* ^*−/−*^ mice spent significantly more time in the novel arm than previously visited arms of the Y‐maze (P < 0.01, paired t‐tests) after a 1‐min ITI (see Supporting information, Fig. S1), confirming the aged mice had no impairment of vision or motor deficits. There were little inter‐individual differences within the aged mice groups (both wild‐type and *Hsd11b1* ^*−/−*^) after the 1‐min ITI, with all mice performing equally well regardless of their later cognitive status after the 2‐h ITI. Analysis of the 2‐h ITI Y‐maze data, as a measure of spatial memory, revealed a significant effect of genotype (F_1,33_ = 8.4, P < 0.01) and genotype × age interaction (F_1,33_ = 5.7, P < 0.05) (Fig. 1 a). Aged (24 months) wild‐type mice spent less time in the novel arm during the retention trial after a 2‐h ITI compared to young (6 months) wild‐type controls (P < 0.05) and to aged *Hsd11b1* ^*−/−*^ mice (P < 0.01) (Fig. 1 a), recapitulating previous findings 13, 18. Aged wild‐type mice (n = 13) showed an overall impairment in spatial memory (Fig. 1 a), although examination of individual animals revealed four unimpaired mice with intact spatial memory similar to young mice, spending significantly more time in the novel arm (P < 0.05) than previously visited arms of Y‐maze (Fig. 1 b). Aged memory‐unimpaired wild‐type (WT_AU) mice spent a significantly (P < 0.001) longer percentage time in the novel arm than aged memory‐impaired wild‐type mice (WT_AI) (Fig. 1 b). Mice from each age and genotype group were used for microarray analysis of hippocampal gene expression (Fig. 1 b).

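The values analysed here are normalised chip intensities of hippocampal RNA from 20 mice, 1 Affymetrix Mouse Genome 430 2.0 array per mouse and 4 arrays in each of WT_Y, WT_AU, WT_AI, KO_Y and KO_A. Hsd11b1, the gene removed in the Hsd11b1-/- mice, read between 549.6 and 804.2 in the wild-type mice and between 39.5 and 65.2 in the Hsd11b1-/- mice. Transcripts of tissues that lie next to the hippocampus or outside the brain differed between mice of the same group. Ttr, the transthyretin gene of the choroid plexus, ranged from 1143 in mouse KO_Y-580 to 21920 in mouse WT_Y-373. Alb, the serum albumin gene of the liver, read 2912 in mouse WT_Y-374 and 1670 in mouse WT_Y-369, and Gh, the growth hormone gene of the pituitary, read 1844 in mouse WT_Y-369. Among the aged Hsd11b1-/- mice, the mean of 13 astrocyte markers, as log2 minus the mean of all mice, was -0.10 in mouse KO_A-41 and 0.18, 0.41 and 0.31 in mice KO_A-42, KO_A-222 and KO_A-223. The authors normalised the arrays together by the robust multichip average, and the intensities were turned to log2 here. The 16995 of 45037 probe sets with a value of 100 or more in at least 2 of the 20 arrays were tested with limma, with 1 estimate of the spread for the 5 groups, and a probe set was called at an adjusted p under 0.05. Precision is limited by the number of arrays, and an exact permutation test of 4 mice against 4 cannot give a p below 0.029.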

**Figure 1:**
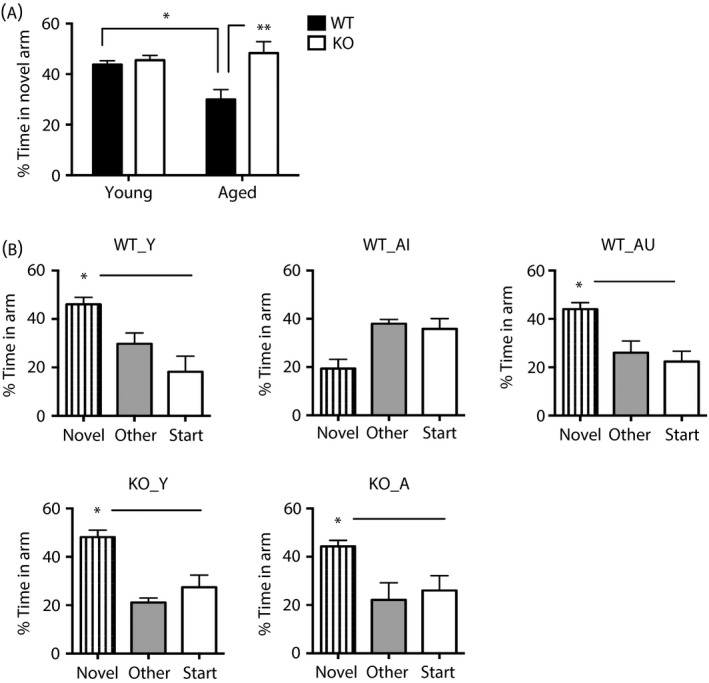
Spatial memory status of aged wild‐type and 11β‐HSD1‐deficient mice in the Y‐maze. (a) Aged (24 months) wild‐type (WT) mice as a group (n = 13) showed impaired spatial memory retention in the Y‐maze after a 2‐h inter‐trial interval (ITI) (less time in novel arm) compared to young (6 months) WT controls (n = 9) and aged (24 months) *Hsd11b1* ^*−/−*^ (KO) mice (n = 8). (b) Spatial memory of mice selected for microarray analysis from (a) showing the five groups used: WT_Y (young wild‐type), KO_Y (young *Hsd11b1* ^*−/−*^), KO_A (aged *Hsd11b1* ^*−/−*^), WT_AI (aged wild‐type memory‐impaired) and WT_AU (aged wild‐type memory‐unimpaired) (n = 4 per group). *P < 0.05, **P < 0.01 significant difference between comparisons. Data shown are the mean ± SEM.

### Differentially expressed hippocampal genes associated with 11β‐HSD1 deficiency, memory impairment and ageing

Data from aged wild‐type mice were examined as two subgroups [aged memory‐impaired (WT_AI, n = 4) and aged memory unimpaired (WT_AU, n = 4)] and also as a combined group (WT_A, n = 8). These were compared with aged *Hsd11b1* ^*−/−*^ mice, which showed no cognitive impairment. Most differentially expressed hippocampal transcripts were increased with age but did not differ between genotypes (an approximate 1.5‐fold increase, < 0.05 RP score compared to corresponding young controls). These include inflammatory/immune response genes (*C1qb*,* C1qbc*,* B2m*,* Aif1*,* Fcgr2b*,* Fcgr3*,* Trem2*,* Lyz2*,* Mpeg1*) and glial/structural genes (*Gfap*,* Vim*,* Dmp1*), as well as those for cholesterol/lipid metabolism (*Apod*), signal transduction/transport (*Anxa3*,* Cyba*,* Abca8a*) and protein binding (*Rtp4*,* Tyrobp*) (see Supporting information, Table S1). 

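Clec7a, a receptor of activated microglia, rose with a log2 fold change of 1.84 in WT_A (adjusted p = 0.0177) and of 2.05 in KO_A (adjusted p = 0.0147). It read 17.3 to 30.7 in the young mice, below the array medians of 39.4 to 41.3, so that the size of its rise is uncertain. Lyz1, a lysozyme gene, rose by 1.58 and 1.23, Ifi27l2a, an interferon-induced gene, by 1.28 and 1.32, and Cd52, a glycoprotein gene of leukocytes, by 1.06 and 1.23, each higher in 8 of 8 WT_A and 4 of 4 KO_A mice than the mean of the young mice. The changes of Lyz1 were close to those of Lyz2, another lysozyme gene (1.51 and 1.17). Whether their probe sets measure separate transcripts was not tested. The largest rises in WT_A also held Pisd-ps3, a pseudogene of phosphatidylserine decarboxylase (1.72), Pcdhb9, a protocadherin gene (1.05), the chemokine gene Ccl8 (1.03) and 1 of 2 probe sets of Paip1, a gene of translation initiation (0.98, with 0.22 and adjusted p = 0.284 in the other). In KO_A they held the calcium-binding gene S100a6 (1.17), Lgals3bp (1.13), the antiviral gene Zc3hav1 (1.09), the class I gene H2-D1 (0.97) and the interferon-induced gene Ifit3 (0.97). Gpr17, a receptor gene of committed oligodendrocyte precursors, was lower with age in each genotype (-0.54 in WT_A and -0.55 in KO_A). In WT_A the falls also held Gabra2, a GABA A receptor subunit gene (-1.04), and the zinc transporter gene Tmem163 (-0.58). They held 1 of 2 probe sets of the mitochondrial gene Nnt (-0.42, with -0.43 and adjusted p = 0.162 in the other). In KO_A against KO_Y the called probe sets of Nnt and Tmem163 did not fall (0.17 and 0.01). The falls in KO_A held Acta2, the smooth muscle actin gene (-1.02), Ptpro (-0.48), and Sox11 and Dpysl3, genes of immature neurones (-0.46 and -0.41). Gabra2 read 1203 in WT_Y and 606.8 in WT_A, but 474.4 in the young KO_Y mice. Pisd-ps3 read 820.8, 2696 and 1838 in these groups. For both genes a difference of the WT_Y mice other than age therefore stays open.
Of the probe sets tested, 101 were called in WT_A against WT_Y, 90 higher and 11 lower, and 410 in KO_A against KO_Y, 377 higher and 33 lower. The 2 comparisons share no array, and 63 probe sets were called in both in the same direction, 62 of them higher, where independent lists would share 2. None was called in opposite directions. The log2 fold changes of the 448 probe sets called in either correlated with r = 0.611, and 385 of them (85.9%) had the same direction. Over all 16995 probe sets, which were not chosen by their calls, r was 0.296 and 9402 (55.3%) had the same direction. This r was 0.163 without mouse KO_A-41 and 0.197 without mouse KO_Y-578. Between the aged groups, KO_A against WT_A called 5 probe sets, those of Hsd11b1 (-3.84), Acta2 (-1.28), 1 of 2 probe sets of the potassium channel gene Kcnh1 (-0.44, with 0.02 and adjusted p = 0.929 in the other), the chloride channel gene Pacc1 (0.58) and Cyp2j6, a cytochrome P450 gene (0.41). A test of the difference between the age effects of the genotypes called 8 probe sets, and Pisd-ps3 was the only gene listed for any of them (log2 difference -0.997, adjusted p = 0.00652, for its probe set of the highest mean).
The counts and their balance of directions depended on the method, on the fit, on single mice and on the scaling of the arrays. By rank products at p under 0.05 with a 1.5-fold change, 108 probe sets were higher and 94 lower in WT_A against WT_Y. In KO_A against KO_Y 203 were higher and 24 lower by that rule. With array weights 3708 probe sets were called in KO_A against KO_Y, 2380 higher and 1328 lower, and 14 in a fit of these 2 groups alone. Array weights gave 264 calls in WT_A against WT_Y, 165 higher and 99 lower. They gave 2181 in KO_A against WT_A and 995 in the difference between age effects. A fit of the groups compared alone gave 1 in KO_A against WT_A. With each array centred on its median, KO_A against KO_Y called 191 probe sets higher and 83 lower, and without mouse KO_A-42 284 and 71. Without mouse WT_Y-374, WT_A against WT_Y called 55 higher and 17 lower. Without mouse WT_Y-371 or WT_Y-373 the wild-type comparison called 54 or 59 probe sets, and the Hsd11b1-/- comparison called 2628 without mouse KO_A-41, 98 and 111 without mice KO_A-222 and KO_A-223, and 138, 125 and 107 without mice KO_Y-575, KO_Y-578 and KO_Y-580. KO_A against WT_A called 1413 without mouse KO_A-41, 28 without KO_A-42, 2 without KO_A-222 and 1 without KO_A-223, and the difference between age effects called 420 without mouse KO_A-41, 13 without mouse WT_Y-374, and 5 on leaving out mouse KO_Y-575 or KO_Y-580 or mouse KO_A-42 or KO_A-222.

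**Figure D1:**
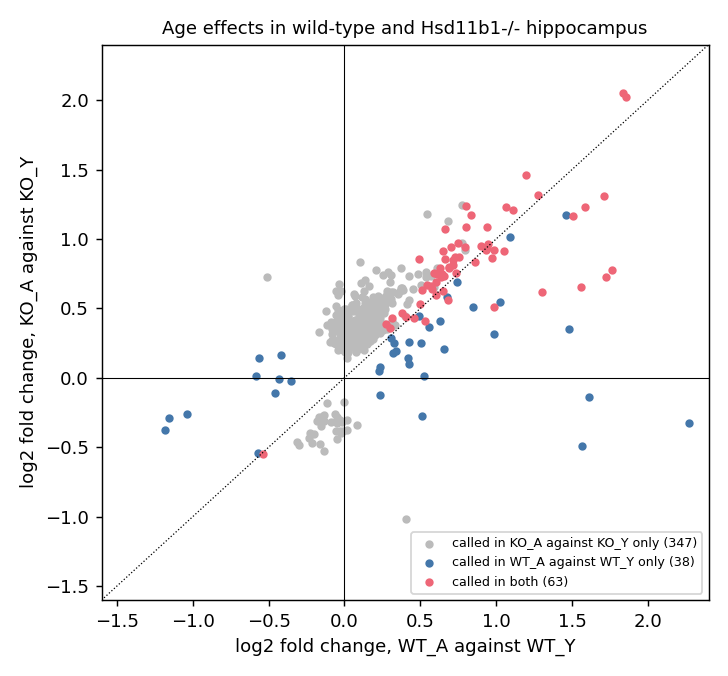
Log2 fold change with age in wild-type mice (WT_A against WT_Y, horizontal axis) and in Hsd11b1-/- mice (KO_A against KO_Y, vertical axis) of the 448 probe sets called in either comparison. Each point is a probe set, coloured by the comparison in which it was called, and the dotted line marks equal change.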

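All 18 genes named by the study, with C1qc taken for C1qbc, had a higher mean in WT_A than in WT_Y, and 14 of them rose at an adjusted p under 0.05. The largest rise was that of Lyz2, a lysozyme gene of myeloid cells (539.4 in WT_A, 186.6 in WT_Y, log2 fold change 1.51, adjusted p = 0.00297). Among the immune genes, the complement genes C1qb (0.60, adjusted p = 0.0412) and C1qc (0.66, adjusted p = 0.0207), the microglial receptor gene Trem2 (0.60, adjusted p = 0.00557) and its adaptor gene Tyrobp (0.69, adjusted p = 0.0142) rose with Fcgr3 (0.61), Aif1 (0.59) and Mpeg1 (0.70). Of the glial and structural genes, Gfap, the intermediate filament gene of astrocytes, rose by 0.73 (adjusted p = 0.0204) and Dmp1 by 0.65 (adjusted p = 0.0358). Rtp4 (0.95), Cyba (0.69), Abca8a (0.63) and Anxa3 (0.54) were also called. Each of these genes was higher in 8 of 8 WT_A mice than the WT_Y mean. B2m (0.57, adjusted p = 0.0633), Vim (0.59, adjusted p = 0.508), Apod (0.90, adjusted p = 0.0863) and Fcgr2b (0.31, adjusted p = 0.0863) did not pass by the probe set of the highest mean, although other probe sets of Apod (1.09, adjusted p = 0.0484) and Fcgr2b (0.94, adjusted p = 0.00256) did. By rank products, 17 of the 18 genes had a probe set past p under 0.05 and a 1.5-fold change in WT_A, all but Anxa3. In KO_A 18 had one. The rank products p for Vim was 3.53e-06 in WT_A and 0.000335 in KO_A.
In KO_A, 15 of the 18 genes rose against KO_Y, among them Mpeg1 (0.94, adjusted p = 0.00593), Dmp1 (0.92, adjusted p = 0.00698), Abca8a (0.79, adjusted p = 0.00546) and B2m (0.73, adjusted p = 0.0183). Fcgr2b (-0.06), Vim (0.74, adjusted p = 0.127) and Apod (0.81, adjusted p = 0.0911) did not pass by the probe set of the highest mean, and another of Fcgr2b rose by 0.93 (adjusted p = 0.00826). Adjusted over the list alone, 18 genes passed in WT_A and 17 in KO_A, which is not independent evidence because the study chose the genes on these samples. None of the 18 was called by limma in KO_A against WT_A, where 2 had an unadjusted p under 0.05, Dmp1 (0.36) and Fcgr2b (-0.19), and none in the difference between the age effects, where 1 had, Fcgr2b (-0.37).
The wider lists moved with these genes. In WT_A against WT_Y, the 9 genes of MHC and antigen presentation tested were all above 0 (median log2 fold change 0.51, adjusted p = 4.27e-15), 5 of them called, with Psmb8 (0.72), Cd74 (0.49), H2-K1 (0.79) and H2-D1 (0.75). The 8 reactive astrocyte genes were all above 0 (median 0.66, adjusted p = 8.16e-10), 2 of them called, with Osmr, the oncostatin M receptor gene (0.93). The 11 interferon response genes had a median of 0.50 (adjusted p = 6.35e-13; adjusted p = 0.0544 with an estimated correlation), with Ifit2 (0.50) called beside Rtp4. In KO_A against KO_Y the medians were 0.64 for MHC and antigen presentation (adjusted p = 6.29e-07; adjusted p = 0.223 with an estimated correlation), 0.72 for the reactive astrocyte genes (adjusted p = 0.021; adjusted p = 0.357 with an estimated correlation) and 0.75 for the interferon response (adjusted p = 2.47e-06; adjusted p = 0.232 with an estimated correlation). The paper proposes that the transcripts also regulated in aged rats reflect ageing itself rather than variation in cognition.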

Some genes were increased with age (approximately 1.5‐fold, P < 0.05 RP score) in wild‐type mice regardless of cognitive status (WT_A) but not in *Hsd11b1* ^*−/−*^ mice, including the rate‐limiting retinoic acid‐synthesising enzyme (*Aldh1a2*) and the GABA transporter 2 (*Slc6a13*) (Fig. 2). 

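Aldh1a2 read 97.5 ± 21.8 (mean ± SEM, n = 4) in WT_Y and 165.3 ± 12.8 (n = 8) in WT_A, and was higher in 8 of 8 WT_A mice than the WT_Y mean (log2 fold change 0.89, adjusted p = 0.418, exact permutation p = 0.00808). Slc6a13 read 108.6 ± 17.5 in WT_Y and 164.4 ± 12.7 in WT_A (0.64, adjusted p = 0.498, exact permutation p = 0.0121). In the Hsd11b1-/- mice Aldh1a2 read 87.82 ± 11.2 in KO_Y and 111.0 ± 27.7 in KO_A (0.23, adjusted p = 0.758), and Slc6a13 read 105.6 ± 14.9 and 106.9 ± 20.2 (-0.02, adjusted p = 0.972). The difference between the age effects of the genotypes was -0.66 for Aldh1a2 (adjusted p = 0.601) and -0.67 for Slc6a13 (adjusted p = 0.523). By rank products, the method named in the sentence, p was 1.18e-06 for Aldh1a2 in WT_A, the smallest it can give, and 4.71e-06 for Slc6a13. In KO_A against KO_Y it was 0.0129 and 0.0226, with fold changes of 1.17 and 1.02. A p under 0.05 by this method thus did not require a sizeable change, and its permutations are not of mice. Without mouse WT_Y-371, which held the lowest value of all mice for each gene (37.4 and 56.5), the log2 fold changes in WT_A were 0.48 and 0.36 (adjusted p = 0.832 and 0.881). The differences between age effects were then -0.255 and -0.38. Leaving out 1 mouse turned the direction in KO_A against KO_Y, from -0.035 to 0.49 for Aldh1a2 and from -0.23 to 0.16 for Slc6a13.
Aldh1a2 and Slc6a13 are also expressed by the leptomeninges, and varied between mice together with other genes of that tissue. After the group means were subtracted, Aldh1a2 correlated over the 20 mice with the mean of 13 other leptomeningeal markers with r = 0.926 and a Spearman coefficient of 0.874 (permutation p = 0.00013 and 0.00053), and Slc6a13 with r = 0.946 and 0.892 (permutation p = 2e-05 and 4e-05). Adjusted over the 4 relations tested, the p of r were 0.00026 and 8e-05, those of the Spearman coefficients 0.00106 and 0.00016, and without mouse WT_Y-371 and mouse KO_A-42, the mice farthest from the median of the markers, r was 0.843 and 0.913. In KO_A against WT_A, 14 of 15 leptomeningeal markers were below 0 (median log2 fold change -0.45, adjusted p = 1.61e-07; adjusted p = 0.544 with an estimated correlation). Among them were Ogn (-0.86, adjusted p = 0.244), Dcn (-0.79, adjusted p = 0.244) and Bgn (-0.45, adjusted p = 0.239), genes of the extracellular matrix, beside Slc6a13 (-0.67, adjusted p = 0.249) and Aldh1a2 (-0.69, adjusted p = 0.321). In WT_A against WT_Y, 12 of the 15 were above 0 (median 0.37, adjusted p = 0.000296; adjusted p = 0.552 with an estimated correlation), with Ogn at 0.97 and Foxc1, a transcription factor gene of the meninges, at 0.61. Without mouse KO_A-42, Aldh1a2 was at -0.43 in KO_A against WT_A and at -0.40 in the difference between age effects. That mouse also weighs on the -0.79 of Dcn. It read 306.1 for Dcn, and mice KO_A-41, KO_A-222 and KO_A-223 read 1267, 967.4 and 1044.

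**Figure D2:**
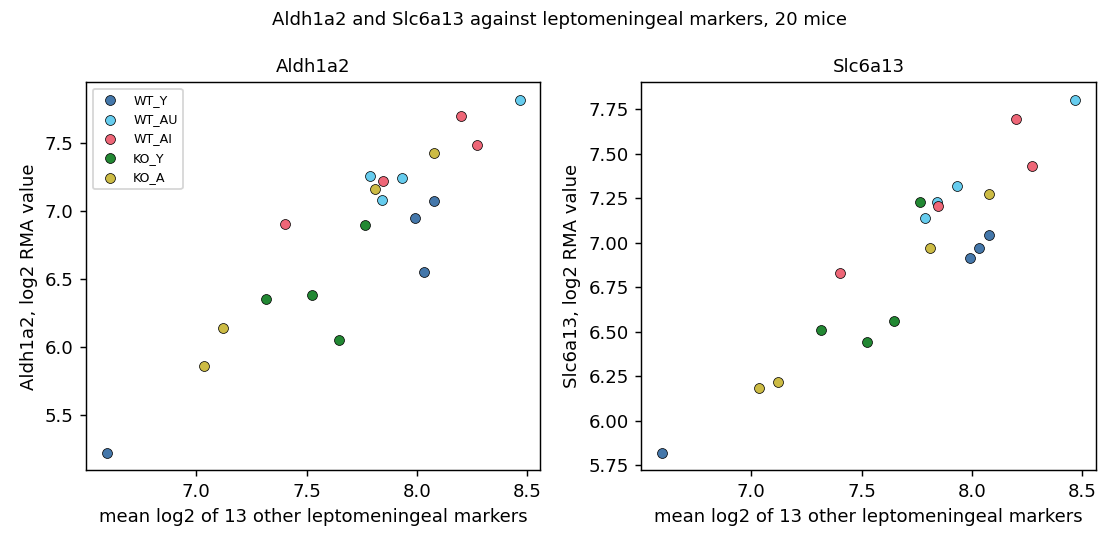
Aldh1a2 and Slc6a13 in log2 of the normalised chip intensity (vertical axes) against the mean log2 of 13 other leptomeningeal markers (horizontal axes). Each point is 1 of 20 mice, coloured by group, and the lowest point of each panel is mouse WT_Y-371.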

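Klf4, a Krüppel-like transcription factor gene, had the smallest p between WT_AI and WT_AU. It read 71.85 in WT_AI and 132.9 in WT_AU, lower in 4 of 4 WT_AI mice (log2 fold change -0.87, adjusted p = 0.381, exact permutation p = 0.0286). A probe set of Gabra2 (0.74) and Ttll4, a tubulin glutamylase gene (-0.25), followed, each with an adjusted p of 1. No probe set was called by limma between WT_AI and WT_AU. At an unadjusted p under 0.05 there were 150 probe sets, 35 higher and 115 lower in WT_AI, and 12 of them differed by at least 1.5-fold. Rank products called 21 at p under 0.05 and a 1.5-fold change, and 34 at a share of false positives under 0.05. Of 35 splits of the same mice into groups of 4, the real one included, 30 called at least 21 by the first rule. Chance was thus not excluded for that count, and the 34 was not tested in this way. Without mouse WT_AI-21, limma called 1.
Gene groups fixed beforehand moved together between the aged wild-type groups. Of 28 activity-regulated genes, those induced in neurones by stimulation, 26 were lower in WT_AI than in WT_AU (median log2 fold change -0.16, adjusted p = 1.36e-11; adjusted p = 0.0605 with an estimated correlation), with Fos (-0.72), Nr4a1 (-0.36) and Fosl2 (-0.33), none of them called. All 17 glucocorticoid-induced genes were below 0 (median -0.13, adjusted p = 3.88e-08; adjusted p = 0.0605 with an estimated correlation), among them Sult1a1 (-0.34), Cdkn1a (-0.24), the metallothionein gene Mt2 (-0.22) and Tsc22d3 (-0.21).
Between WT_AI and KO_A 2 probe sets were called, those of Hsd11b1 (log2 fold change 3.85, adjusted p = 3.05e-13, higher in 4 of 4 WT_AI mice) and of Cyp2j6 (-0.45, adjusted p = 0.0496, lower in 4 of 4 WT_AI mice). Rank products called 42 at p under 0.05 and a 1.5-fold change, and limma with array weights 1144. At least 42 were called by rank products in 26 of 35 splits of these mice, the real one included. The limma count was 499 without mouse KO_A-41, 4 without mouse WT_AI-21, and 1 on leaving out mouse WT_AI-14 or WT_AI-51 or mouse KO_A-222 or KO_A-223.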

Only three genes were differentially expressed significantly between WT_AI and WT_AU (Fig. 2; see also Supporting information, Fig. S2) and between WT_AI and KO_A (Fig. 2; see also Supporting information, Fig. S3). Of these, the transcription factor *Npas4* and immediate early gene *Arc*, are of particular interest because of their link with learning and memory 30, 31. *Npas4* and *Arc* mRNA levels were selectively decreased with age in the hippocampus of WT_AI (P < 0.01 and P < 0.05, RP score, respectively) but not WT_AU or KO_A mice (Figs 2 and 3). 

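Npas4, a neuronal transcription factor gene induced by activity, read 117.2 ± 32.2 (mean ± SEM, n = 4) in WT_Y, 92.25 ± 5.05 in WT_AU and 59.82 ± 17.8 in WT_AI. The WT_AI mice read 35.2, 45.5, 46.0 and 112.6, and the log2 fold change was -0.94 against WT_Y (adjusted p = 1, exact permutation p = 0.143) and -0.78 against WT_AU (adjusted p = 1, exact permutation p = 0.143). Values from 35.2 to 46.0 lie near the array medians of 39.4 to 41.3, so that the size of each change of Npas4 is uncertain. Arc, an immediate early gene of synaptic plasticity, read 483.9 ± 48.3 in WT_Y, 461.2 ± 34.2 in WT_AU, and 283.2, 296.8, 314.9 and 465.3 in the WT_AI mice. It was lower in 4 of 4 WT_AI mice than the WT_Y mean (-0.51, adjusted p = 0.897, exact permutation p = 0.0571) and lower in 3 of 4 than the WT_AU mean (-0.46, adjusted p = 1, exact permutation p = 0.0571). In KO_A, Npas4 read 37.3, 58.6, 94.7 and 201.4 (0.35 against KO_Y, adjusted p = 0.702, and -0.09 without mouse KO_A-42) and Arc had a mean of 472.8 ± 54.6 (-0.02, adjusted p = 0.963). The difference between the age effects in the Hsd11b1-/- and in the WT_AI mice was 1.29 for Npas4 (adjusted p = 0.568, and 0.85 without mouse KO_A-42) and 0.49 for Arc (adjusted p = 0.597, and 0.32 without mouse KO_Y-585). Without mouse WT_Y-374, Npas4 was at -0.62 in WT_AI against WT_Y, and Arc in KO_A against KO_Y ranged from -0.195 to 0.12 on leaving out 1 mouse. A fit without the 4 arrays of the highest Alb was chosen after seeing the data. It brought Npas4 still nearer to no change in WT_AI against WT_Y and in that difference between age effects, with values given in the section on processing.
By rank products, p for WT_AI against WT_Y was 2.47e-05 for Npas4 and 0.000135 for Arc, whose fold change was 1.43. For KO_A against KO_Y it was 0.00347 for Npas4, with a fold change of 1.28. These p do not come from permuting mice. The exact permutation of the mice gave 0.143 for Npas4 and 0.0571 for Arc in WT_AI against WT_Y. Other activity-regulated genes varied with Npas4 and Arc between mice. After the group means were subtracted, the mean of 26 others correlated over the 20 mice with Npas4 with r = 0.692 and a Spearman coefficient of 0.68 (permutation p = 0.00876 and 0.00566), and with Arc with r = 0.734 and 0.765 (permutation p = 0.00156 and 0.00089). Adjusted over the 4 relations tested, the p of r were 0.00876 and 0.00208, those of the Spearman coefficients 0.00566 and 0.00119, and without mouse WT_AI-49 and mouse KO_A-222 r was 0.616 and 0.664. Those 26 had a median log2 fold change of -0.06 in WT_AI against WT_Y (adjusted p = 0.00396; adjusted p = 0.342 with an estimated correlation), 16 of them below 0. Those with the smallest p were Dusp5, a phosphatase gene (-0.32), Gadd45g (-0.27), Btg2 (-0.47) and Ier2 (-0.51), none of which passed the test over all probe sets. From the lower Npas4 and Arc, and their known roles in memory, the paper proposes that these proteins may lie in pathways that preserve hippocampal memory with age.

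**Figure D3:**
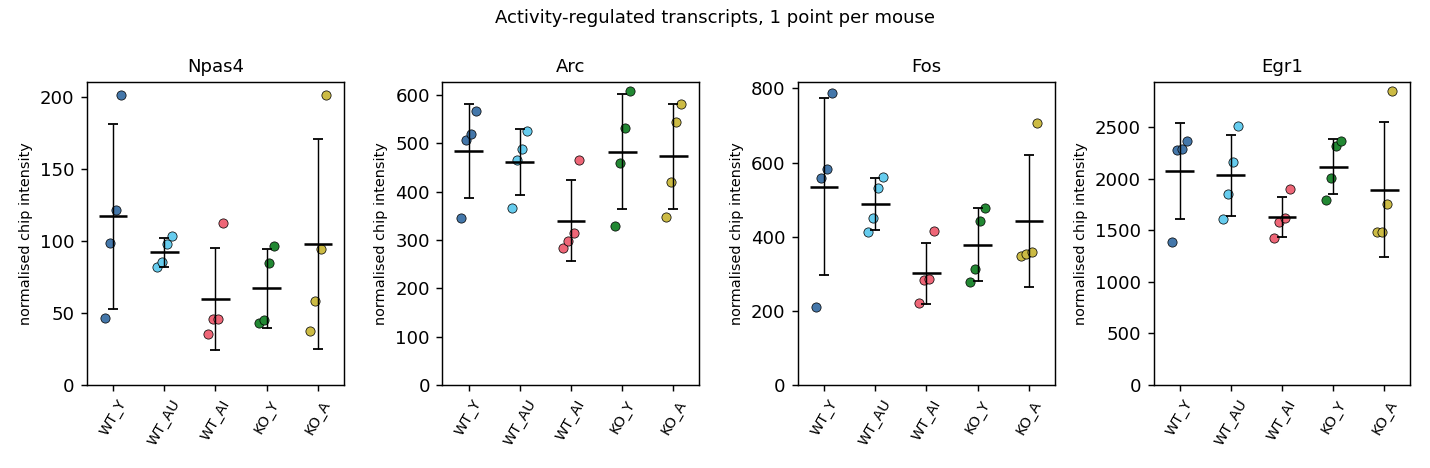
Normalised chip intensity of Npas4, Arc, Fos and Egr1 in the 5 groups. Each point is 1 mouse, the horizontal bars are group means and the error bars are 1 SD (n = 4), and mouse WT_AI-51 is the highest of its group in each panel.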

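Npas4 read 67.27 ± 13.7 (mean ± SEM, n = 4) in KO_Y, and 4 of 4 KO_Y mice lay below the WT_Y mean (log2 fold change -0.71, adjusted p = 1, exact permutation p = 0.143, rank products p = 0.000137). The WT_Y mice read 46.7, 98.5, 121.9 and 201.6, and the KO_Y mice 42.8, 44.9, 85.1 and 96.3. The lowest of these lie near the array medians of 39.4 to 41.3, so that the size of this difference is uncertain too. The log2 fold change was -0.39 without mouse WT_Y-374 and -1.09 without WT_Y-373. Arc read 482.4 ± 59.3 in KO_Y (-0.02, adjusted p = 1, and from -0.17 to 0.16 on leaving out 1 mouse). As a group, the 26 activity-regulated genes without Npas4 and Arc had a median of 0.06 (adjusted p = 0.125). Among the 22 probe sets called in KO_Y against WT_Y, 11 higher and 11 lower, were the serotonin receptor gene Htr2c (-0.73, adjusted p = 0.0494), Rpgrip1 (0.54, adjusted p = 0.0368) and Gabra2 (-1.33, adjusted p = 0.000473). Array weights gave 20 higher and 23 lower. With a 1.5-fold change, rank products gave 18 higher and 128 lower, and an unadjusted limma p under 0.05 gave 13 and 54. Htr2c is also expressed by the choroid plexus, and all 12 markers of that tissue were below 0 in this comparison (median log2 fold change -1.40, adjusted p = 1.41e-06; adjusted p = 0.867 with an estimated correlation). In a test added after the data were seen, Htr2c correlated with the mean of these markers over the 20 mice, after the group means were subtracted, with r = 0.792 (permutation p = 2e-05). With choroid plexus and leptomeningeal marker means as covariates Htr2c no longer passed (-0.54, adjusted p = 0.0723). At a similar log2 fold change it did not pass with no filter (-0.73, adjusted p = 0.0729), with centred arrays (-0.715, adjusted p = 0.0778), in the fit of the 2 groups alone (-0.73, adjusted p = 0.616) or on leaving out any 1 of 6 of the 8 mice (-0.72 to -0.63). It passed with array weights (-0.81, adjusted p = 0.0104), with another prior (-0.73, adjusted p = 0.0363) and without mouse WT_Y-371 (-0.80, adjusted p = 0.0449) or KO_Y-578 (-0.90, adjusted p = 0.00151).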

*Npas4* mRNA levels were also lower in KO_Y compared to WT_Y (P < 0.05) (Fig. 2). Interestingly, the level of *Agxt2l1* (alanine‐glyoxylate aminotransferase 2‐like 1), a gene whose function is poorly characterised but for which a dysregulation in prefrontal cortex has been associated with mood disorders 32, differed significantly between WT_AU and WT_AI mice (P < 0.01, RP score) and was increased with age in the hippocampus of both WT_AU and KO_A (P < 0.001, RP score) but not WT_AI mice (Figs 2 and 3).

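Agxt2l1, listed as Etnppl, encodes a phospho-lyase of ethanolamine phosphate and is expressed by astrocytes. It read 148.8, 212.5, 219.8 and 306.9 in the WT_Y mice, 430.5 ± 85.8 (mean ± SEM, n = 4) in WT_AU and 248.2 ± 30.6 in WT_AI. Between WT_AI and WT_AU the log2 fold change was -0.74 (adjusted p = 1, exact permutation p = 0.0857), with 4 of 4 WT_AI mice below the WT_AU mean. Against WT_Y it was 0.91 in WT_AU (adjusted p = 0.347, exact permutation p = 0.0571, higher in 4 of 4 mice) and 0.18 in WT_AI (adjusted p = 1, exact permutation p = 0.486, and from 0.001 to 0.35 on leaving out 1 mouse). Etnppl read 195.9 ± 14.2 in KO_Y and 432.4 ± 72.7 in KO_A, a log2 fold change of 1.08 (adjusted p = 0.0517, exact permutation p = 0.0286, higher in 4 of 4 mice). The difference between the age effects in the Hsd11b1-/- and in the WT_AI mice was 0.90 (adjusted p = 0.531). The rank products p was 2.35e-06 between WT_AI and WT_AU and 4.71e-06 in WT_AU against WT_Y. It was 0.0147 in WT_AI against WT_Y, where the fold change was 1.13, and 1.18e-06, the smallest possible, in KO_A against KO_Y.
Without mouse KO_A-41, in which Etnppl read 238.1, the rise in KO_A was 1.34 (adjusted p = 0.00427). The 13 astrocyte markers tested, Etnppl among them, were all above 0 in KO_A against KO_Y (median 0.25, adjusted p = 5.23e-05; adjusted p = 0.232 with an estimated correlation). S100b, a calcium-binding protein gene of astrocytes, rose by 0.74 (adjusted p = 0.00228), and Fgfr3 (0.38, adjusted p = 0.0522) and Aldh1l1 (0.45, adjusted p = 0.0676) did not pass. From the low number of genes that differ between WT_AI and WT_AU, the paper proposes that sorting aged mice by a single Y-maze trial may be less reliable than sorting them by repeated water maze trials.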

**Figure 2:**
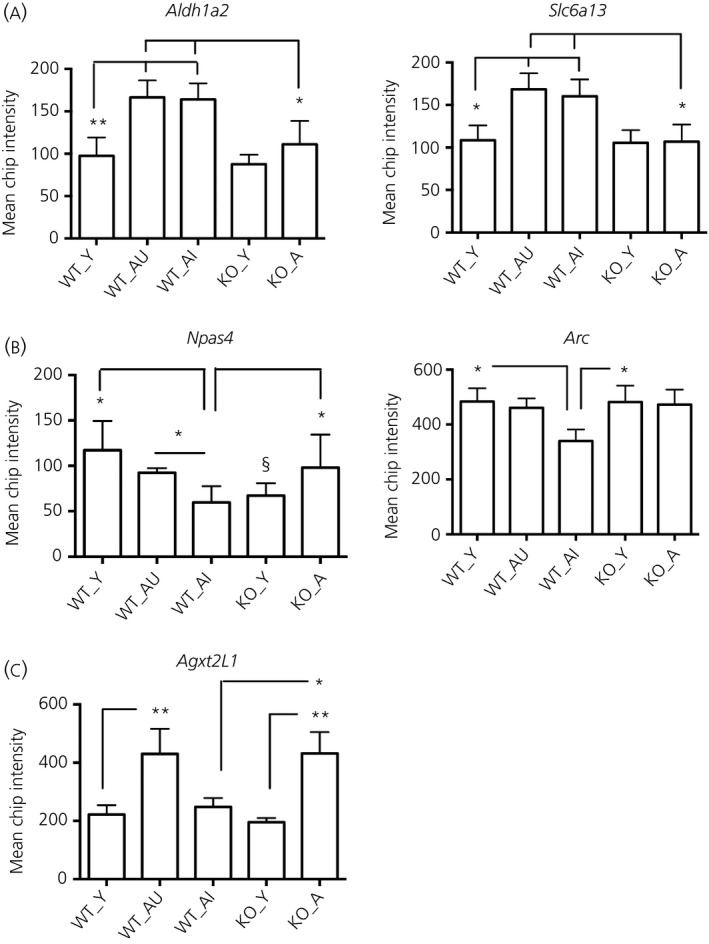
Microarray mean chip intensity of a selection of differentially expressed hippocampal genes in wild‐type and 11β‐HSD1‐deficient mice. (a) Increased with age in WT but not in KO. (b) Decreased with age in WT_AI but not in KO. (c) Increase with age in WT_AU and in KO but not in WT_AI. Comparisons between young and aged wild‐type unimpaired and impaired mice [(WT_Y) and (WT_AU) or (WT_AI), n = 4 per group] and between aged wild‐type and *Hsd11b1* ^−/−^ mice [WT_AI and KO_A, n = 4 per group] differed by approximately 1.5‐fold (*P < 0.05, **P < 0.01 RP score). §P < 0.05 compared to WT_Y. Data shown are the mean ± SEM.

**Figure 3:**
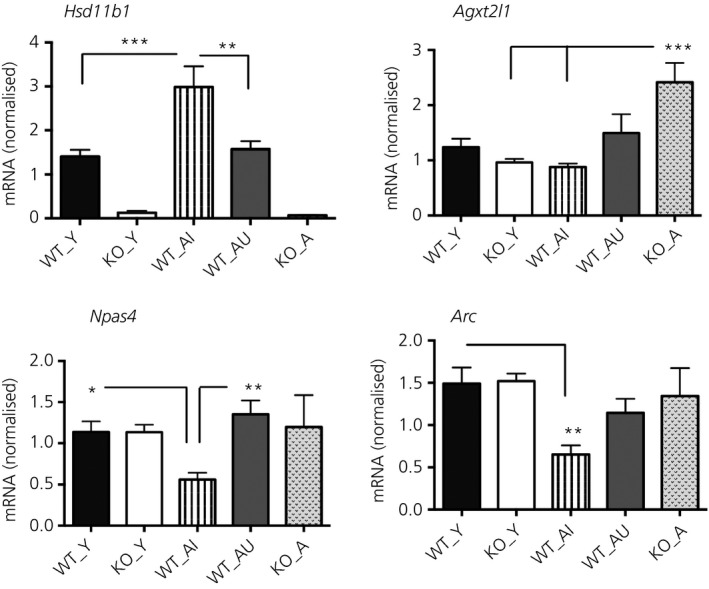
Quantitative real‐time polymerase chain reaction measurement of *Hsd11b1*,* Agxt2l1*,* Npas4* and *Arc* mRNA levels in the hippocampus of wild‐type and 11β‐HSD1‐deficient mice. Levels of *Hsd11b1*,* Agxt2l1*,* Npas4* and *Arc* mRNA in the hippocampus of young wild‐type (WT_Y), young *Hsd11b1* ^*−/−*^ (KO_Y), aged wild‐type impaired (WT_AI), aged wild‐type unimpaired (WT_AU) and aged *Hsd11b1* ^*−/−*^ mice (KO_A) were measured relative to *Gapdh* and expressed as a ratio (n = 5–8 per group). *P < 0.05, **P < 0.01, ***P < 0.001 significance difference between groups. Data shown are the mean ± SEM.

### Decreased *Npas4* and *Arc* but increased *Hsd11b1* mRNA levels in the hippocampus of aged memory‐impaired wild‐type mice

Differential expression of *Npas4* and *Arc* mRNA levels was validated by quantitative real‐time PCR (qPCR) using total RNA from the hippocampus of WT_AI, WT_AU, KO_A and corresponding young mice of each genotype (n = 5–8 per group). However, the microarray changes in *Agxt2l1* mRNA levels were not fully validated by qPCR, with no significant increase in WT_AU compared to WT_AI (P = 0.11) or compared to WT_Y (P = 0.47) (Fig. 3). Although the microarray data analysis did not reveal differences in *Hsd11b1* mRNA levels between young and aged wild‐type mice, qPCR showed significantly higher levels of *Hsd11b1* mRNA in the WT_AI group compared to WT_Y controls (P < 0.001) (Fig. 3) confirming our previous findings 14. Both hippocampal *Npas4* and *Arc* mRNA levels differed significantly between the groups (F_4,27_ = 5.1, P < 0.01 and F_4,26_ = 5.9, P < 0.01, respectively) (Fig. 3). 

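Hsd11b1 read 705.2 ± 35.8 (mean ± SEM, n = 4) in WT_Y, 674.8 ± 44.8 in WT_AU and 677.2 ± 20.5 in WT_AI on the arrays. The log2 fold change with age was -0.06 in WT_A, -0.07 in WT_AU and -0.05 in WT_AI, with adjusted p of 0.991, 0.999 and 1 and exact permutation p of 0.503, 0.6 and 0.543. The direction turned without mouse WT_Y-369 in WT_A, to 0.003 (adjusted p = 0.999), and in WT_AI, to 0.01, and without mouse WT_AU-126 in WT_AU, to 0.03. Other genes of corticosteroid signalling had values near 0 in WT_AI against WT_Y, with Fkbp4, a co-chaperone gene of the glucocorticoid receptor, at -0.15, Hsp90aa1 at -0.04 and Nr3c2, the mineralocorticoid receptor gene, at 0.02, each with an adjusted p of 1. The qPCR values of the sentence were not analysed here.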

Hippocampal *Npas4* and *Arc* mRNA levels were decreased selectively in WT_AI but not WT_AU mice (WT_Y versus WT_AI, P < 0.05 and P < 0.01, respectively) (Fig. 3). *Npas4* mRNA levels were lower in the hippocampus of WT_AI compared to WT_AU mice (P < 0.01) (Fig. 3). By contrast, both hippocampal *Npas4* and *Arc* mRNA levels were not significantly altered with age in *Hsd11b1* ^*−/−*^ mice (Fig. 3). However, the lower Npas4 mRNA levels in KO_Y versus WT_Y from the microarray data (n = 4/genotype) were not evident by qPCR in the larger sample size (n = 8 per genotype) (Fig. 3).

### Decreased *Npas4* and *Arc* mRNA expression selectively in hippocampal CA1 cells of aged memory‐impaired wild‐type but not 11β‐HSD1‐deficient mice

We performed *in situ* hybridisation to gain a regional resolution of the reduced hippocampal *Npas4* and *Arc* mRNA expression in aged memory‐impaired wild‐type mice. In young wild‐type mice, *Npas4* mRNA expression was greatest in the cortical region (layers 2/3 and 5) and hippocampus, particularly in the CA1 and CA3 cell layers (Fig. 4 a). Within the CA1 subregion of the hippocampus, *Npas4* mRNA levels were decreased with age (approximate 40% reduction, F_1,26_ = 11.8, P < 0.01) in WT_AI but not KO_A mice (Fig. 4 b). Levels of *Npas4* mRNA in the CA1 region showed a nonsignificant trend to be lower in WT_AI mice compared to KO_A mice (F_1,26_ = 3.2, P = 0.08) (Fig. 4 b). CA3 *Npas4* mRNA levels were decreased with age regardless of genotype (approximate 40% reduction, F_1,24_ = 19, P < 0.001) (Fig. 4 b). In the cortex, levels of *Npas4* mRNA were affected by age but not genotype (cortical layer 2/3, F_1,25_ = 12.9, P < 0.01; cortical layer 5, F_1,25_ = 6.8, P < 0.05) (Fig. 4 b); post‐hoc analysis showed a decrease with age in WT_AI (approximate 37% decrease, P < 0.05) but not KO_A mice (Fig. 4 b).

**Figure 4:**
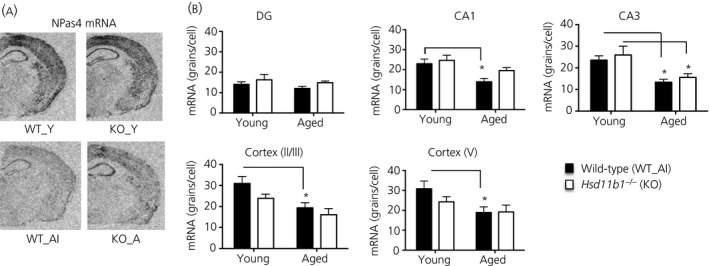
Differentially expressed *Npas4* mRNA in hippocampus and cortex of aged wild‐type and 11β‐HSD1‐deficient mice. (a) Representative *in situ* hydridisation autoradiograms showing *Npas4* mRNA expression in coronal mouse brain sections at the level of the dorsal hippocampus from young wild‐type (WT_Y), young *Hsd11b1* ^*−/−*^ (KO_Y), aged memory‐impaired wild‐type (WT_AI) and aged *Hsd11b1* ^*−/−*^ mice (KO_A) (n = 6–8 per group). Mice were previously tested in the Y‐maze to confirm spatial memory status as in Fig. 1 with only WT_AI mice included for *in situ* hybridisation analysis. (b) Quantification of *Npas4* mRNA levels in hippocampus subregions (dentate gyrus, DG, CA1 and CA3) and cortex (layers 2/3 and V) of wild‐type and *Hsd11b1* ^*−/−*^ mice. *P < 0.05 significant difference between groups. Data shown are the mean ± SEM.

Levels of *Arc* mRNA were highest in the CA1 cell layer of the hippocampus and layers 2/3 and 5 of the cortex (Fig. 5 a). In the hippocampus, there was an age (F_1,27_ = 14.8, P < 0.001) and age × genotype interaction (F_1,27_ = 5.0, P < 0.05) selectively in CA1 (Fig. 5 b). *Arc* mRNA levels were decreased with age in hippocampal CA1 cells of WT_AI mice (approximate 50% reduction, P < 0.001) and CA3 (approximate 33% reduction, P < 0.05) but not KO_A mice (Fig. 5 b). In the cortex, *Arc* mRNA levels were decreased with age but not genotype (cortical layer 2/3, F_1,30_ = 32, P < 0.001; cortical layer 5, F_1,30_ = 40, P < 0.001) (Fig. 5 b). Post‐hoc analysis revealed a decrease with age in both WT_AI (approximate 52–57% decrease, P < 0.001) and KO_A mice (approximate 41–46% decrease, P < 0.05) (Fig. 5 b).

**Figure 5:**
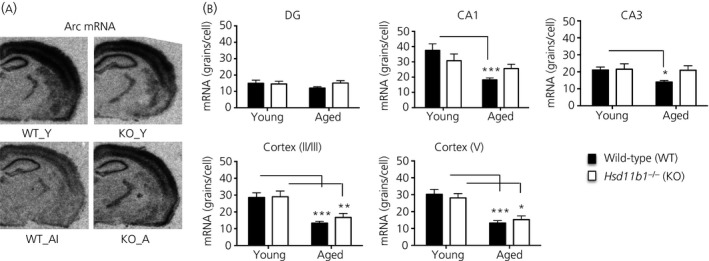
Differentially expressed *Arc* mRNA in hippocampus and cortex of aged wild‐type and *11*β*‐HSD1‐deficient* mice. (a) Representative *in situ* hybridisation autoradiograms showing *Arc* mRNA expression in coronal mouse brain sections at the level of the dorsal hippocampus from young wild‐type (WT_Y), young *Hsd11b1* ^*−/−*^ (KO_Y), aged memory‐impaired wild‐type (WT_AI) and aged *Hsd11b1* ^*−/−*^ mice (KO_A) (n = 6–9 per group). Mice were previously tested in the Y‐maze to confirm spatial memory status as in Fig. 1 with only WT_AI mice included for *in situ* hybridisation analysis. (b) Quantification of *Arc* mRNA levels in hippocampus subregions (dentate gyrus, DG, CA1 and CA3) and cortex (layers 2/3 and V) of wild‐type (WT) and *Hsd11b1* ^*−/−*^ mice. *P < 0.05, **P < 0.01, ***P < 0.001 significant difference between groups. Data shown are the mean ± SEM.

## Discussion

Lifelong deficiency or short‐term inhibition of 11β‐HSD1 consistently preserves or improves spatial memory in aged mice 12, 13, 15, 18. In the present study, we identified two hippocampal genes, the brain‐specific activity‐dependent transcription factor *Npas4* (neuronal Per‐Arnt‐Sim domain protein 4) and the immediate early gene *Arc* (activity‐regulated cytoskeleton‐associated protein), as being differentially expressed with ageing, cognitive decline and 11β‐HSD1 deficiency. Given the crucial roles of Npas4 and Arc in the regulation of learning and memory 31, 33, 34, 35, 36, 37, and their decreased mRNA levels in the hippocampus of aged memory‐impaired (AI) but not unimpaired (AU) wild‐type or 11β‐HSD1‐deficent mice, it is suggested that these proteins may lie in pathways that are important for the preservation of hippocampus‐associated memory in ageing and are maintained by 11β‐HSD1 deficiency/inhibition.

Several studies have used microarrays to identify hippocampal gene transcripts associated with cognitive ageing under basal (home cage) and memory‐activated (1 h after water maze training) conditions in rats 22, 23, 38, 39, 40 and mice 41, 42. The number of hippocampal genes identified as differentially expressed between aged cognitively impaired and unimpaired animals vary, with some studies revealing more genes altered than others. Importantly, several of the transcripts elevated with ageing regardless of genotype or cognitive status in the present study were also identified as genes regulated by ageing and not memory decline in cognitively tested aged rats, including inflammatory/immunity genes (*C1qc*,* C1qb*,* B2m*,* Aif1*,* Fcgr2b*) and structural genes (*Gfap*,* Vim*), as well as genes for cholesterol/lipid metabolism (*Apod*) and signal transduction (*Anxa3*) 21, 22, 43. This affords some confidence that these reflect ageing *per se* rather than the processes underlying cognitive variation with age.

By contrast to previous studies in rats that examined memory‐activated hippocampal gene expression profiles 22, 23, only three notable hippocampal genes were differentially expressed between the AI and AU wild‐type mice as characterised in the Y‐maze spatial recognition memory task. This low number of differentially expressed hippocampal genes suggests that the AI and AU characterisation based on a single ‘non‐aversive’ Y‐maze trial may not be as reliable as previous methods that use multiple ‘aversive’ water maze trials as shown in aged mice 42 and rats 6, 44, 45. The AU wild‐type mice would benefit from further characterisation in the water maze to demonstrate a consistent phenotype of preserved memory function. Thus, the implications of the altered gene transcript levels in AU wild‐type mice are less clear and could simply reflect within‐subject variability rather than a consistent distinct subject cognitive phenotype. By contrast, the impaired and preserved cognitive phenotype of the key comparisons between AI wild‐type and aged 11β‐HSD1‐deficient mice, respectively, have been reliably confirmed in previous studies following both Y‐maze and water maze protocols 12, 13, 18. Among the differentially expressed genes, *Arc* transcript levels were reduced selectively in AI wild‐type mice, a finding consistent with the correlation of hippocampal *Arc* mRNA levels with spatial memory 46 and previous studies in aged rats with memory deficits 21, 22, 47, 48. Acutely, both a memory‐enhancing dose of CORT and learning have been shown to increase *Arc* mRNA and protein expression 43, 46, 49 indicating a plausible pathway linking stress and its GC mediators through life, cognition and individual differences in cognitive decline with age. Moreover, hippocampal *Arc* expression was reduced in CA1 and CA3 but not the dentate gyrus of AI wild‐type mice in line with subregional changes in basal levels of *Arc* mRNA in aged rats 47. Decreased *Arc* mRNA levels have been reported during both ‘offline’ periods of rest and following spatial behaviour in the aged hippocampus 47. Indeed, *Arc* mRNA levels under resting home cage conditions are considered to reflect active information processing in cells that previously transcribed *Arc* in response to behaviour 50. Thus, reduced levels of *Arc* mRNA in CA1 and CA3 pyramidal cells of AI wild‐type mice may reflect impaired memory consolidation, as in *Arc* ^−/−^ mice 51, during the rest (home cage) period. Importantly, aged 11β‐HSD1‐deficient mice and AU wild‐type mice do not show reduced *Arc* mRNA levels in CA1 and CA3 cells and are not impaired in the Y‐maze.

*Npas4* mRNA levels were also decreased in the hippocampal CA1 region of AI wild‐type but not aged 11β‐HSD1‐deficient mice. Reduced levels of *Npas4* mRNA in hippocampus have previously been noted in aged rats 52, although this has not been specifically associated with the subset of animals showing cognitive decline. However, recent evidence indicates a key role for Npas4 in memory formation 33, 34. Moreover, Npas4 influences the survival of neurones, development and the maintenance of synapses, as well as the regulation of synaptic plasticity 30, via downstream target genes, including brain‐derived neurotrophic factor 53. Indeed, in a separate study, we found hippocampal levels of *Bdnf* mRNA to be reduced in aged wild‐type but not aged 11β‐HSD1‐deficient mice (S. Caughey, A.P. Harris, J.R. Seckl, M.C. Holmes and J.L.W. Yau, unpublished data). This is consistent with the lower *Npas4* mRNA levels in AI wild‐type mice, decreased mRNA levels of both *Bdnf* and *Npas4* in the hippocampus of aged rats 52, and reduced transcription of multiple *Bdnf* isoforms in *Npas4* ^−/−^ mice 54.

Putative negative glucocorticoid response elements (GREs) found upstream of the *Npas4* transcription initiation site suggest regulation by CORT 55. Indeed, *in vivo* treatment with high CORT doses reduce *Npas4* mRNA and protein expression in the mouse hippocampus and frontal cortex 55, 56. This suggests that the maintained *NPas4* mRNA levels in AU wild‐type mice and aged 11β‐HSD1‐deficient mice may, at least in part, be a result of lower brain intracellular CORT levels as a consequence of decreased 11β‐HSD1 activity 17. In support of this notion, hippocampal *Hsd11b1* mRNA levels were selectively increased in AI but not AU wild‐type mice compared to young wild‐type mice.

It is possible that the greater rise in hippocampal CORT levels induced by learning/training in aged wild‐type mice 17 activates GRs, which in turn reduce *Npas4* transcription directly by binding to negative GREs in its promoter 55. A decrease in *Npas4* mRNA expression may contribute to reduced transcription of its target gene, *Bdnf* 52, which regulates neuroplasticity and memory mechanisms 30, 52. Lower *Npas4* expression may also affect the expression of *Arc* indirectly. Indeed, memory‐activated expression of *Npas4 mRNA* in the dorsal hippocampus of mice appears upstream of several other immediate‐early genes including *Arc* 33. Moreover, conditional deletion of *Npas4* in cultured mouse hippocampal neurones abolished the depolarisation‐induced expression of *Arc* mRNA 33. Thus, a reduced *Npas4* expression could contribute to lower levels of *Arc* transcripts in the hippocampus of AI wild‐type mice.

These findings implicate both Npas4 and Arc in the pathways that may underlie the impairment and maintenance of spatial memory associated with ageing and 11β‐HSD1 deficiency. However, any causal relationship between 11β‐HSD1 deficiency, resistance to ageing‐associated decline of *Npas4* and *Arc* mRNA levels, and ageing‐associated spatial memory deficits remains to be determined. If 11β‐HSD1 deficiency causes resistance to age‐related decline of hippocampal *Npas4* and/or *Arc* mRNA levels, then short‐term selective inhibition of 11β‐HSD1 in aged C57BL/6J mice, which reverses spatial memory impairments 16, would be anticipated to associate with increased *Npas4* and/or *Arc* mRNA levels. Future studies could examine this in aged mice during 11β‐HSD1 inhibitor treatment when spatial memory is improved, and after stopping treatment when memory reverts back to impaired, to test whether *Npas4* and/or *Arc* mRNA levels are increased and decreased, respectively. Furthermore, intrahippocampal administration of high CORT levels to aged 11β‐HSD1 deficient mice (i.e. to levels equivalent to those found in aged wild‐type mice) could be carried out to establish whether it is the lower hippocampal CORT levels as a consequence of 11β‐HSD1 deficiency 17 that prevent the decreased *Npas4* and *Arc* mRNA levels and/or memory deficits. It is likely that there are other hippocampal synaptic plasticity genes modulated by 11β‐HSD1 activity playing a role in the variable cognitive decline with ageing. Examination of learning‐activated gene transcripts and proteins in the hippocampus and functional characterisation of selected genes *in vivo* could help provide further insight into the mechanisms whereby 11β‐HSD1 activity contributes to age‐related memory decline.

## Supporting information

**Figure S1.** Initial assessment of young and aged wild‐type and 11β‐HSD1‐deficient mice in the Y‐maze following a 1‐min inter‐trial interval (ITI).
**Figure S2.** Comparison of scatter plots of log intensity values (four replicates combined) for young and aged wild‐type mice main comparisons.
**Figure S3.** Comparison of scatter plots of log intensity values (four replicates combined) for young and aged wild‐type and 11β‐HSD1‐deficient mice main comparisons.
**Table S1.** Hippocampal genes up‐regulated with ageing in wild‐type and 11β‐HSD1‐deficient mice but not affected by genotype. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

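Hippocampal RNA of 20 male mice was measured on Affymetrix Mouse Genome 430 2.0 arrays, with 4 mice in each of WT_Y, WT_AU, WT_AI, KO_Y and KO_A. The young mice were 6 months and the aged mice 24 months old, and WT_A joins WT_AU and WT_AI. The authors imported the chip files into the affy package (R 2.8.0 in the submitters' processing notes) and normalised all arrays together by the robust multichip average, which corrects background, equalises the distribution of intensities between arrays and gives 1 value per probe set. Equal distributions hide any change shared by all transcripts. The table holds 45037 probe sets on the linear scale, with array medians from 39.4 to 41.3, and was turned to log2 for every test. Of the probe sets, 34945 are listed with 1 gene symbol, and those listed with several or none were tested but not named.

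The 16995 probe sets (37.7%) with a value of at least 100 in at least 2 of 20 arrays were fitted with limma 3.58.1 in R 4.3.3. The fit took the 5 groups with 1 estimate of the spread, and p was two-sided and adjusted by Benjamini-Hochberg over the probe sets kept. There were 9 comparisons, namely age in WT_A, WT_AI, WT_AU and KO_A, genotype in young and in aged mice, WT_AI against WT_AU, WT_AI against KO_A, and the difference between the age effects of the genotypes. Genotype over both ages was computed for the test of positions. The age effect in KO_A against that in WT_AI was not among the planned comparisons and was added later. For single genes a two-sided exact permutation test of the difference of group means was added, whose smallest p is 0.029 for 4 mice against 4 and 0.002 for 8 against 4. Rank products were computed with 50 permutations, as p and as the share of false positives. Their smallest p, 1.18e-06, lies below the 0.029 that permuting 4 mice against 4 can give, so that mice are not what is permuted. A rank products p is therefore not comparable with an exact permutation p, and does not measure the spread between mice in the same way. In the splits of the mice that tested whether chance could give the counts, they were computed with 10. Gene lists fixed beforehand were tested with camera in limma, with an inter-gene correlation of 0.01 and with an estimated one, on 1 probe set per gene, that of the highest mean, where at least 4 members were kept. Correlations between genes and marker means used values with group means subtracted and 1e+05 permutations within groups, two-sided, and that of Htr2c with choroid plexus markers was chosen after seeing the data.

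On simulated data of the same size with 100 probe sets changed by 1.5-fold and 100 by 2-fold, limma recovered 94 and 98 and called 9 unchanged ones. Rank products at p under 0.05 and a 1.5-fold change recovered 54 and 99 and called 56 unchanged ones. The 54 is limited by the cut itself, which equals the smaller simulated change. By their share of false positives, rank products recovered 96 and 99 and called 110 unchanged ones. The number of arrays limits the precision. The simulation was made for WT_AI against WT_Y alone. The numbers recovered need not hold for genes that vary widely between mice, such as Npas4, which read from 46.7 to 201.6 in WT_Y. A gene that limma did not call is therefore not shown to be unchanged. The 9 unchanged calls need not hold for KO_A against KO_Y, where another split of the mice called 1659.

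The text names every gene the paper names, per comparison the 10 largest rises and 10 largest falls among called probe sets with 1 symbol, the 4 members with the smallest p of each list discussed, every call where there were 5 or fewer, and the 3 genes with the smallest p where there was none. Not every gene this rule allows is printed. A gene is represented by its probe set of the highest mean, in lists of calls by that of the highest mean among those called, and a mouse is named by its group and its number in the sample labels. The groups, the comparisons, the tests, the lists, this rule and the alternatives, apart from those named as chosen later, were set before the data were examined.

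The alternatives were no filter or a stricter filter (4 arrays), fits of the groups compared alone, array weights, another empirical Bayes prior, centring of arrays, other thresholds, rank products, the mean of all probe sets of a gene, and leaving out each mouse in turn. A fit without the 4 arrays of the highest Alb and a fit with choroid plexus and leptomeningeal marker means as covariates, the latter with Aldh1a2 and Slc6a13 among its 15 markers, were chosen after seeing the data. Positions of genes came from the RefSeq annotation of GRCm38.p6. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The qPCR, in situ hybridisation and behavioural data of the study were not analysed here.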

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

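Some choices made only after the data were seen are named as such where they are used. Others were the difference between the age effects in KO_A and WT_AI, the splits for rank products and those without Hsd11b1. The test of the young wild-type mice and the test for outlying mice on linear values were also chosen then. So were Alb, Gh, Pcp2 and Ttr as genes to look at for outlying mice.

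Aldh1a2 and Slc6a13 were higher in WT_A than in KO_A together with other genes of the leptomeninges. A larger share of leptomeningeal tissue in the dissected hippocampus of aged wild-type mice is a candidate explanation, since the 13 other markers had a median log2 fold change of -0.41 in KO_A against WT_A (adjusted p = 3.3e-07; adjusted p = 0.118 with an estimated correlation), 12 of them below 0, with means of 896.0 in KO_A and 1396 in WT_A for Dcn and 165.3 and 292.5 for Ogn. Dcn read 306.1 in mouse KO_A-42 and 1267, 967.4 and 1044 in mice KO_A-41, KO_A-222 and KO_A-223. The mean log2 of the 13 markers was 7.12 and 7.03 in mice KO_A-41 and KO_A-42. In mice KO_A-222 and KO_A-223 it was 7.81 and 8.08, within the WT_A range of 7.40 to 8.47. A varying share of leptomeningeal tissue may also account for differences within groups, where the lower of the 2 correlations with these markers was 0.926. A change of these genes in the leptomeninges themselves with age and genotype stays open, and was not tested.

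Npas4 and Arc were below the WT_AU mean in the same 3 of 4 WT_AI mice, and neither passed limma. A lower share of excitatory neurones in the tissue is argued against by the excitatory synapse genes, whose median log2 fold change in WT_AI against WT_Y was 0.005 (adjusted p = 0.924). A lower level of activity-regulated genes in general is a candidate explanation, with a median of -0.056 for the 26 others in that comparison, although the estimated correlation ends that call, and with -0.14 in WT_AI against WT_AU (adjusted over 2 lists, p = 3.67e-11; adjusted p = 0.0138 with an estimated correlation, where all 28 genes adjusted over 32 lists gave 0.0605). In KO_A against KO_Y those 26 also had a negative median, -0.12 (adjusted p = 3.42e-05; adjusted p = 0.127 with an estimated correlation), and in WT_AI against KO_A it was -0.01 (adjusted p = 0.148). Memory impairment, which defines the group, stays open beside the state of the mice before tissue was taken, and neither was tested.

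Part of the age effect in wild-type mice may be a difference of the WT_Y mice other than age. Of the 101 probe sets called in WT_A against WT_Y, 15 were also called, in the same direction, in KO_Y against WT_Y, where independent lists would share 0.13, simulated unchanged young groups shared at most 1, and comparisons with separate WT_Y mice on each side shared 12 to 13. The genes listed for them are Gabra2, which read 1203 in WT_Y and 474.4 in KO_Y, Pisd-ps3 (820.8 and 1838) and Supt16 (327.9 and 506.6). Of the 15, 4 were also called with age in Hsd11b1-/- mice, so that age is not argued against for all of them, and 86 of the 101 were not called in KO_Y against WT_Y. A genetic difference between the WT_Y mice and the others was not tested.

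The effect of age on Pisd-ps3 differed between the genotypes by -0.997 on the log2 scale (adjusted p = 0.00652). This is its probe set of the highest mean, which rose in WT_A (1.72) and in KO_A (0.73). Another probe set was at 1.30 and 0.62. Others were at 2.27, 1.56 and 1.61 in WT_A and at -0.33, -0.49 and -0.14 in KO_A, so that the direction in KO_A depended on the probe set. In genes that the paper does not discuss, Hsd11b1-/- against wild-type mice over both ages gave log2 fold changes of 0.68 for Pisd-ps3, 0.67 for Pacc1, 0.37 for Supt16, 0.21 for Smyd2, -0.94 for Gabra2, -0.48 for Flvcr1, -0.47 for Ints7 and -0.46 for 1 of 2 probe sets of Kcnh1, the other, of the higher mean, being at -0.02 (adjusted p = 0.977). For Pisd-ps3 and Supt16 these values rest mainly on the low WT_Y mice. Pisd-ps3 read 820.8 in WT_Y and 1838 in KO_Y, but 2696 in WT_A and 3048 in KO_A. Supt16 read 327.9 and 506.6 in the young groups, but 473.3 in WT_A and 508.4 in KO_A. The low WT_Y values also enter the difference between the age effects of Pisd-ps3.

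Chance gives an outlying mouse in about 1 in 20 groups. Among 75 groups of genes and marker means set beforehand 4 held one, and 3 of these are mouse WT_Y-371 in values that are not independent, since the leptomeningeal mean holds Slc6a13. These were tested on log2 values, and on linear values 3 in place of 2 of the 30 groups of genes set beforehand held one, the added one being mouse WT_AI-51, the highest of its group in Npas4 (112.6). Those of Alb, Pcp2 and Ttr come from genes chosen after their values were seen and allow no count against chance. mouse WT_Y-371 was lowest of its group in Slc6a13 (56.5), in Ttr (8465), in the mean of the choroid plexus markers (-1.19 on the log2 scale against the mean of all mice) and in that of the leptomeningeal markers (-1.17). mouse KO_Y-585 was highest in Slc6a13 (150.0). Alb was highest in mouse WT_AI-51 (447.7) and mouse WT_AU-57 (170.4). Pcp2, a gene of cerebellar Purkinje cells, was highest in mouse WT_Y-374 (606.5), mouse KO_Y-580 (110.1), mouse KO_A-42 (43.1) and mouse WT_AU-57 (23.4). Ttr was lowest in mouse KO_A-41 (6507) and mouse WT_AU-26 (4050).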

How the results depend on the processing

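The fits without the 4 arrays of the highest Alb and with marker means as covariates were chosen after seeing the data, and the leptomeningeal mean holds Aldh1a2 and Slc6a13 themselves, so that their change in the fit with covariates tests nothing. Of 2416 tests of named genes that passed, 1749 passed in the same direction under the alternatives and 667 no longer passed. Of 1899 that did not pass, 1748 stayed so, 122 passed and 29 turned direction. Centring the arrays moved the log2 fold changes of a comparison by at most 0.052. Causes were not tested, among them the signal over background of the arrays, which may limit weakly expressed genes such as Npas4.

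Counts of called probe sets that moved by more than 1.5 times follow. For WT_A against WT_Y (101) they were 264 with array weights, 55 without the arrays of the highest Alb, 65 with an added 1.5-fold threshold, 158 at unadjusted p with that threshold, 202 by rank products with that threshold and 476 by their share of false positives, and leaving out 1 mouse gave 54 to 119. For WT_AI against WT_Y (24) they were 51 with only the groups compared, 108 with array weights, 41 with centred arrays, 41 with covariates, 114 at unadjusted p and fold, and 188 and 272 by rank products. For WT_AU against WT_Y (73) they were 28 with only the groups compared, 188 with array weights, 172 at unadjusted p and fold, and 231 and 325 by rank products, and leaving out 1 mouse gave 34 (mouse WT_AU-23) to 91, with 47 and 44 without mice WT_Y-371 and WT_Y-373 and 46 without mouse WT_AU-57. For KO_A against KO_Y (410) they were 14 with only the groups compared, 3708 with array weights, 105 without the arrays of the highest Alb, 261 with covariates, 96 with the fold threshold, 169 at unadjusted p and fold and 227 by rank products and fold, and leaving out 1 mouse gave 98 to 2628. For KO_Y against WT_Y (22) they were 43 with array weights, 67 at unadjusted p and fold, and 146 and 162 by rank products. For KO_A against WT_A (5) they were 1 with only the groups compared, 2181 with array weights, 27 without the arrays of the highest Alb, 2 with the fold threshold, 26 at unadjusted p and fold, and 50 and 278 by rank products, and leaving out 1 mouse gave 1 to 1413. For WT_AI against WT_AU (0 by limma, 150 at an unadjusted p under 0.05) they were 12 at unadjusted p and fold and 21 and 34 by rank products, and leaving out 1 mouse gave 0 to 1. For WT_AI against KO_A (2) they were 1 with only the groups compared, with another prior, with covariates or with the fold threshold, 5 with centred arrays, 1144 with array weights, 22 at unadjusted p and fold, and 42 and 47 by rank products, and leaving out 1 mouse gave 1 to 499. For the difference between age effects (8) they were 995 with array weights, 4 without the arrays of the highest Alb, 0 by limma with covariates (1282 at an unadjusted p under 0.05 in that fit, 1777 in the fit without them), and 149 at unadjusted p and fold, and leaving out 1 mouse gave 5 to 420. Where the total moved by less, calls in 1 direction moved by over 1.5 times, among directions with 10 or more calls, in 3 comparisons. In WT_A against WT_Y (90 higher and 11 lower) it was with no filter (19 lower) and without mouse WT_Y-374 (55 higher and 17 lower). In WT_AU against WT_Y (64 and 9) it was with no filter (18 lower) and without mouse WT_Y-374 (39 higher and 14 lower). In KO_A against KO_Y (377 and 33) it was with centred arrays (191 higher and 83 lower), without mouse KO_A-42 (71 lower), and in each direction by the share of false positives of rank products (276 in all, 53 of them lower).

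Rank products passed figure genes that limma did not, with log2 fold changes of 0.89 and 0.64 for Aldh1a2 and Slc6a13 in WT_A against WT_Y, -0.69 and -0.67 in KO_A against WT_A, -0.94 and -0.51 for Npas4 and Arc in WT_AI against WT_Y, -0.78 and -0.46 in WT_AI against WT_AU, -0.58 and -0.48 in WT_AI against KO_A, -0.71 for Npas4 in KO_Y against WT_Y, and 0.91, 1.08, -0.74, -0.76 and 0.18 for Etnppl in WT_AU against WT_Y, KO_A against KO_Y, WT_AI against WT_AU, WT_AI against KO_A and WT_AI against WT_Y. They also passed changes of 0.35 for Npas4, 0.225 for Aldh1a2 and -0.02 for Slc6a13 in KO_A against KO_Y. Etnppl in KO_A against KO_Y also passed with array weights (1.16, adjusted p = 0.0138), and leaving out 1 mouse gave 0.94 to 1.34. It passed as well in the test on the mean of all probe sets of a gene (1.08, adjusted p = 0.0462). Only 1 of its 2 probe sets was kept, so that this is the same measurement and no separate support. The direction turned, without passing, for Aldh1a2 with covariates in KO_A against WT_A (0.019) and in the difference between age effects (0.069), for Hsd11b1 without the arrays of the highest Alb in WT_A, WT_AI and WT_AU against WT_Y (0.017, 0.024 and 0.010) and on leaving out 1 mouse (-0.11 to 0.003, -0.105 to 0.010 and -0.122 to 0.027), for Slc6a13 in KO_A against KO_Y with array weights (0.337), without the arrays of the highest Alb (0.093), with covariates (0.066) and on leaving out 1 mouse (-0.228 to 0.158), for Arc in KO_Y against WT_Y with array weights (0.015), centred arrays (0.002), without the arrays of the highest Alb (0.095), with covariates (0.060) and on leaving out 1 mouse (-0.171 to 0.156), on leaving out 1 mouse in KO_A against KO_Y for Aldh1a2 (-0.035 to 0.487), Npas4 (-0.091 to 0.720) and Arc (-0.195 to 0.116), and for Serping1 in KO_A against KO_Y (-0.003 without mouse KO_A-223, to 0.31). Npas4 without the arrays of the highest Alb was at -0.338 in WT_AI against WT_Y, -0.251 in KO_Y against WT_Y and 0.392 in the difference between the age effects in KO_A and WT_AI. The median of the corticosteroid signalling components in KO_A against WT_A turned to 0.004 with no filter. With an estimated correlation, the gene lists that passed went from 11 to 7 in WT_AI against WT_Y, from 12 to 6 in WT_AU against WT_Y, from 14 to 0 in KO_A against KO_Y, from 2 to 1 in KO_Y against WT_Y, from 7 to 1 in KO_A against WT_A, from 6 to 0 in WT_AI against WT_AU, from 6 to 0 in WT_AI against KO_A and from 5 to 0 in the difference between age effects. The correlation of the age effects over the probe sets called in either comparison (0.611) went from 0.401 (without mouse KO_A-41) to 0.746 (without mouse WT_Y-373) on leaving out 1 mouse. Over all probe sets kept it was 0.296, and from 0.163 (without mouse KO_A-41) to 0.378 (without mouse KO_Y-580) in a test chosen after seeing the data.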

Differences from the paper's values

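The paper gives 3 genes that differ between WT_AI and WT_AU, and limma called 0 probe sets at an adjusted p under 0.05 here. None of the alternatives set before the data were examined came within 1.5 times the paper's 3. The limma fits gave 0, or 1 without mouse WT_AI-21, and 12 probe sets passed an unadjusted p under 0.05 with a 1.5-fold change. Rank products called 21 at p under 0.05 with a 1.5-fold change and 34 at a share of false positives under 0.05. Chance was not excluded for the 21, which 30 of 35 splits of the same mice reached, the real one included. The paper's rule is a rank products p under 0.05. It gives the 1.5-fold change as approximate, so that the strict cut at 1.5 is not its own.

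The paper names Npas4, Arc and Agxt2l1 as lower in WT_AI than in WT_AU. None of them passed limma, with log2 fold changes of -0.78, -0.46 and -0.74 and an adjusted p of 1 for each, and each passed rank products at p under 0.05, Arc with a fold change of 1.37. The paper states a fall of Npas4 and Arc in WT_AI against WT_Y, a lower Npas4 in KO_Y than in WT_Y, a rise of Aldh1a2 and Slc6a13 in WT_A and a rise of Agxt2l1 in WT_AU and KO_A. These passed rank products and did not pass limma, where the smallest adjusted p was 0.0517, for Agxt2l1 in KO_A. The paper's other methods, which were not analysed here, separate these statements. By its qPCR and its in situ hybridisation Npas4 and Arc were lower in WT_AI than in WT_Y. Its qPCR did not show the lower Npas4 in KO_Y, or a significant rise of Agxt2l1 in WT_AU. Between WT_AI and KO_A limma called 2 probe sets, those of Hsd11b1 and Cyp2j6, where the paper gives 3 genes. Rank products called 42 there at p under 0.05 with a 1.5-fold change, a count that 26 of 35 splits of the same mice reached, the real one included. Npas4, Arc and Agxt2l1 did not pass limma there, and each passed rank products at p under 0.05, with fold changes of 1.5, 1.39 and 1.69. Of the alternatives for this count set before the data were examined, 5 came within 1.5 times the paper's 3 and 13 did not, and of those chosen later the fit without the 4 arrays of the highest Alb called 3 and the fit with covariates 1. The 25 bars of Fig. 2 differed from the group means here by at most 1.04 times.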

Other observations

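Genes of immature neurones were lower with age in wild-type mice as a group. All 8 neurogenesis genes tested were below 0 in WT_A against WT_Y (median log2 fold change -0.27, adjusted p = 3.53e-08, and 0.00325 with an estimated correlation), with Neurod1 (-0.37), Sox11 (-0.32), Sox4 (-0.22) and Dpysl3 (-0.20), none of which passed singly over all probe sets, and 6 genes at an adjusted p under 0.05 when adjusted over the list alone. In KO_A against KO_Y the median was -0.12 (adjusted p = 0.00943; adjusted p = 0.223 with an estimated correlation), and Sox11 and Dpysl3 fell singly. All 8 dentate gyrus markers were also below 0 in KO_A against KO_Y (median -0.26, adjusted p = 0.0391; adjusted p = 0.6 with an estimated correlation). A smaller share of that region in the tissue stays open there. In WT_A against WT_Y the median of these markers was 0.08 (adjusted p = 0.814), a value on which mouse WT_Y-374 weighs. Their mean, as log2 minus the mean of all mice, was -0.934 in that mouse. It was 0.321, 0.037 and 0.412 in mice WT_Y-369, WT_Y-371 and WT_Y-373, and from -0.193 to 0.315 in WT_A. A smaller share of that region therefore stays open in WT_A as well. Microglial genes rose beyond those the paper names. The 12 homeostatic microglia markers had a median of 0.23 in WT_A (adjusted p = 7.77e-12, and 0.0313 with an estimated correlation), with Tmem119 called (0.40), and of 0.44 in KO_A (adjusted p = 3.56e-07; adjusted p = 0.223 with an estimated correlation), with P2ry12 (0.44), Siglech (0.50), Selplg (0.33) and Tmem119 (0.44) called.

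Acta2, the smooth muscle actin gene, read 176.4 in KO_A and 430.3 in WT_A and was lower in 4 of 4 KO_A mice (adjusted p = 0.0117). Tagln, a smooth muscle gene, read 62.7 and 127.7 (-0.99, adjusted p = 0.144), and all 5 mural cell markers were below 0 (median -0.45, adjusted p = 1.61e-07; adjusted p = 0.0552 with an estimated correlation). Leptomeningeal markers also had a median of -0.45 in that comparison, but in KO_A against KO_Y their median was -0.02 (adjusted p = 0.265), where Acta2 fell (-1.02, adjusted p = 0.0176) and all 5 mural markers were below 0 (median -0.19, adjusted p = 0.00148; adjusted p = 0.232 with an estimated correlation). In mice KO_A-41, KO_A-42, KO_A-222 and KO_A-223 the mean of the mural markers, as log2 minus the mean of all mice, was -0.33, -0.36, -0.57 and -0.38, and that of the leptomeningeal markers -0.63, -0.725, 0.09 and 0.355. Klf4 read 61.62 in WT_Y and rose in WT_AU (1.09, adjusted p = 0.0011), as did Osmr (1.14, adjusted p = 0.00377). WT_AU against WT_Y called 73 probe sets, 64 higher and 9 lower. It called 34 and 46 without mice WT_AU-23 and WT_AU-57, and 47 and 44 without mice WT_Y-371 and WT_Y-373. WT_AI against WT_Y called 24, 20 higher and 4 lower. Rank products with a 1.5-fold change called 129 higher and 102 lower in WT_AU against WT_Y, and 95 and 93 in WT_AI. Choroid plexus markers were below 0 in WT_A and in KO_Y against WT_Y, all 12 of them in each (medians -1.12 and -1.40, adjusted p = 4e-05 and 1.41e-06; adjusted p = 0.552 and 0.867 with an estimated correlation).

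A donor-strain segment around the targeted allele on chromosome 1 may account for several genes that differ between the genotypes over both ages in 1 comparison. Of the 66 probe sets kept within 10 Mb of Hsd11b1 by the GRCm38.p6 annotation, 5 were called in Hsd11b1-/- against wild-type mice, those of Kcnh1 (1 of its 2 probe sets), Smyd2, Ints7, Flvcr1 and Pacc1, against 9 of 15484 elsewhere, and in aged mice alone only Kcnh1 and Pacc1 of these passed. The odds ratio was 141 (95% interval 35.9 to 476, Fisher's exact p = 2.29e-09), and 265 within 5 Mb, 62.8 within 20 Mb, 117 with no filter and 347 with 1 probe set per gene. An effect of the missing enzyme on these genes stays open. A probe that binds a donor allele less well stays open for Kcnh1, Ints7 and Flvcr1, which were lower in Hsd11b1-/- mice. The higher values of Pacc1 (log2 fold change 0.67) and Smyd2 (0.21) argue against it for these genes. Pacc1 read at least 123.4 in the Hsd11b1-/- mice and at most 104.3 in the wild-type mice.

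Other splits of the same mice tested whether chance could give the counts, and the splits for rank products were chosen after their counts were seen. Chance was excluded for WT_A against WT_Y (1 of 100 splits, the real one, called as many, with 101 against 10 in the highest other), WT_AI against WT_Y (1 of 35, 24 against 1), WT_AU against WT_Y (1 of 35, 73 against 1) and KO_Y against WT_Y (1 of 35, 22 against 5, and 20 against 5 without Hsd11b1). For the difference between age effects 2 of 100 called as many (8 against 225). Another split thus called far more, which is little support for the 8 calls. Chance was not excluded for KO_A against KO_Y (2 of 35, 410 against 1659) or WT_AI against KO_A (2 of 35, 2 against 1343, 1 of the 2 being Hsd11b1). With Hsd11b1 taken out, WT_AI against KO_A called 0, so that Cyp2j6 no longer passed. All 35 splits reach that count, which tests nothing. In KO_A against WT_A 3 of 100 called as many (5 against 1532), and without Hsd11b1, whose call the genotype fixes, 4 of 100 (4 against 1531, a test chosen later), which is little support for the 4 other calls, none of which passed limma without mouse KO_A-223 at an adjusted p under 0.05. For WT_AI against WT_AU, with 0 calls by limma and 150 at an unadjusted p under 0.05, no split can call fewer, so that limma splits test nothing there. Splits that call several times the real count point to a structure of the samples, whose nature was not tested. By rank products chance was excluded for WT_AI against WT_Y (1 of 35, 188 against 159), and not for WT_AI against WT_AU (30 of 35, 21 against 99) or WT_AI against KO_A (26 of 35, 42 against 186).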
